# Essential role for Argonaute2 protein in mouse oogenesis

**DOI:** 10.1186/1756-8935-2-9

**Published:** 2009-08-10

**Authors:** Masahiro Kaneda, Fuchou Tang, Dónal O'Carroll, Kaiqin Lao, M Azim Surani

## Abstract

**Background:**

Argonaute2 protein (Ago2) is a key component of RNA-induced gene silencing complex, which is crucial for microRNA-mediated repression of target genes. The function of Ago2 in the mouse oocyte and early embryonic development is less well characterized but it is likely to have an important role in regulating maternally inherited mRNA. We have examined the role of Ago2 by conditional deletion of the gene in developing oocytes.

**Results:**

Ago2 was deleted specifically in the growing oocytes. Although the Ago2-deficient oocytes are able to develop to mature oocytes, they have abnormal spindles and chromosomes that are unable to cluster together properly. This phenotype is very similar to the phenotype of Dicer-deficient oocytes. We examined the microRNA expression profile in the Ago2-deficient oocyte and found that the expression of most microRNAs was reduced by more than 80%. To determine the downstream genes that are regulated by Ago2, we used microarray analysis on Ago2-deficient oocytes and found that 512 genes were upregulated and 1,073 genes were downregulated (FC > 2, *P *< 0.05).

**Conclusion:**

Our study shows that Ago2 has a key function in the mouse oocyte through global regulation of microRNA stability, and through this mechanism it affects gene expression in developing oocytes.

## Background

MicroRNAs (miRNAs) are single-stranded RNA molecules of around 21 to 23 nucleotides that play a variety of roles in gene expression regulation in different species [1-5]. We and others have previously shown that Dicer, an RNase III family ribonuclease that cleaves miRNA precursor (pre-miRNA) into mature miRNA, is essential for mouse oogenesis [6,7]. Dicer-deficient oocytes were almost entirely depleted of miRNAs and showed disorganized spindle formation. Mature miRNAs are loaded into an RNA-induced gene silencing complex (RISC) that contains Argonaute (Ago) family proteins [8]. All four members, Ago1 to Ago4, can repress target gene expression through either the reduction in the length of the polyA tail of mRNA, or by inhibiting translation [9]. However, only Ago2 has the slicer activity that cuts the targeted mRNA recognized by miRNAs. Here we describe the effect of loss of Ago2 in mouse oogenesis by specific deletion of Ago2 in the growing oocyte.

## Results

### Phenotype of Ago2-deficient oocytes

It is known that loss of function of Ago2 leads to embryonic lethality at around embryonic day 9.5 (E9.5) [8]. However, the role of Ago2 during oogenesis and in early embryonic development is unknown. To understand the function of Ago2 in mouse oogenesis and early embryonic development, we generated [Ago2^F/F^, Zp3-Cre] mice to disrupt Ago2 function specifically in growing oocytes by deletion of the Ago2 floxed conditional allele [9], by crossing with Zp3-Cre transgenic mice that express Cre recombinase under the control of zona pellucida glycoprotein 3 promoter (Zp3) in the growing oocyte [10]. It is known that Zp3 is expressed only in the growing oocytes after birth. Thus, this allows us to knockout Ago2 exclusively in the growing oocytes in order to examine the role of Ago2 in oogenesis and early development.

First, we isolated oocytes from postnatal day 10 (P10) conditional knockout females to examine the efficiency of deletion by Zp3-Cre and found that almost all the oocytes had already undergone Cre-mediated deletion at this time (Figure 1A). We then mated these conditional knockout females with wild-type males to test for development of fertilized Ago2-depleted oocytes. None of the females were found to be pregnant from these crosses although the ovaries looked normal (Figure 1B), and the ovulated metaphase II (MII) oocytes were morphologically indistinguishable from wild-type oocytes in their appearance, maturity, size and number (data not shown). When we recovered early embryos at E1.5 from mutant and control females mated with the wild-type males, we found that most of the mutant embryos had failed to undergo the first cleavage division and appeared to be fragmented (Figure 2A and Table 1). This was also the case at E2.5. There were rare exceptions, however, where a few embryos looked normal at E1.5, and these developed to normal blastocyst stage *in vitro *(Table 1). We isolated genomic DNA from these embryos for genotyping and found that they contained an intact Ago2 allele, which indicates that in a few cases the floxed Ago2 allele fails to be deleted by Zp3-Cre during oogenesis (data not shown).

**Table 1:** Number of E1.5 and E2.5 embryos derived from wild-type (WT) and Ago2-deficient (KO) oocytes.

	Litters	Non-divided	2-cell	8-cell	Fragmented
E1.5 (WT)	5	1	44 (83%)	-	8

E1.5 (KO)	21	87	9 (5%)	-	80

E2.5 (WT)	2	0	0	12 (100%)	0

E2.5 (KO)	2	2	0	0 (0%)	8

Embryos were isolated from the oviducts of wild-type and Ago2 conditional knockout females one day (E1.5) or two days (E2.5) after plugged by wild-type males.

**Figure 1:**
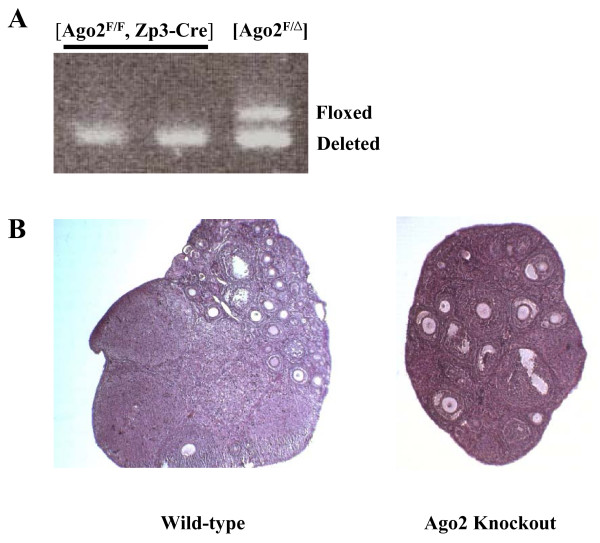
**Genotyping of oocytes isolated from P10 (ten days after birth) Ago2 conditional knockout females**. **(A) **Both floxed and deleted Ago2 alleles are amplified simultaneously by specific primer pairs. **(B) **HE staining of ovaries from Ago2 conditional knockout and wild-type females shows a number of fully grown oocytes in both ovaries.

**Figure 2:**
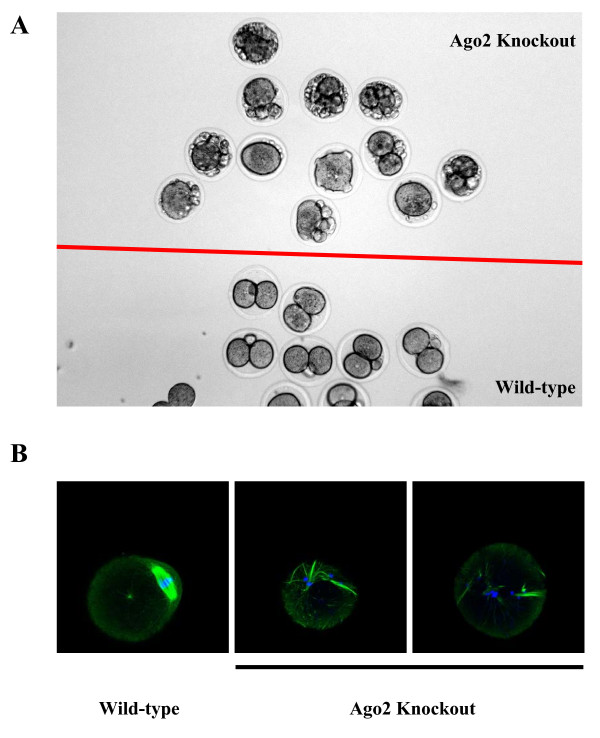
**Morphology of E1.5 embryos derived from Ago2-deficient oocytes and wild-type oocytes**. **(A) **Embryos above the red line are Ago2 knockout, while embryos below the red line are wild-type controls. Spindle formation in wild-type (left) and Ago2-deficient (right) ovulated metaphase II oocytes. **(B) **The spindle was stained with rat monoclonal anti-tubulin (YL 1/2, Abcam) antibody (Green) and DNA was counterstained with DAPI (blue).

To understand the mechanism of the developmental arrest phenotype, we checked the spindle organization of these Ago2-deficient oocytes by fluorescent immunostaining for tubulin. We found that the spindle formation is abnormal in knockout oocytes, and the chromosomes did not cluster together properly (Figure 2B). So although the morphology of the oocytes is totally normal, these Ago2-deficient oocytes already have a severe defect of spindle formation and chromosome arrangement, which is similar to the defect observed with the Dicer knockout oocytes [6].

### Reduced miRNA expression and disruption of gene expression pattern in Ago2-deficient oocytes

Argonaute proteins are important for mediating the function of miRNAs. To further understand the function of Ago2 in relation to miRNAs, we carried out real-time PCR-based miRNA profiling to compare Ago2-deficient mature oocytes with wild-type controls [11,12]. We found that there is a decrease in miRNAs of more than 80% (Figure 3 and Table 2), which indicates that Ago2 is crucial for the biogenesis or stability of miRNAs during oogenesis.

**Table 2:** The relative expression levels of let-7 family miRNAs in wild-type (WT) and Ago2-deficient (KO) oocytes.

	WT	KO	KO/WT
let-7a	9,034	9	0.1%

let-7b	4,517	246	5.4%

let-7c	5,189	246	4.7%

let-7d	2,421	115	4.8%

let-7e	6,388	399	6.2%

let-7f	6,847	399	5.8%

let-7g	2,594	81	3.1%

let-7i	2	0	0.0%

The relative amount of each miRNA was determined by using standard curve of synthesized miR-16.

**Figure 3:**
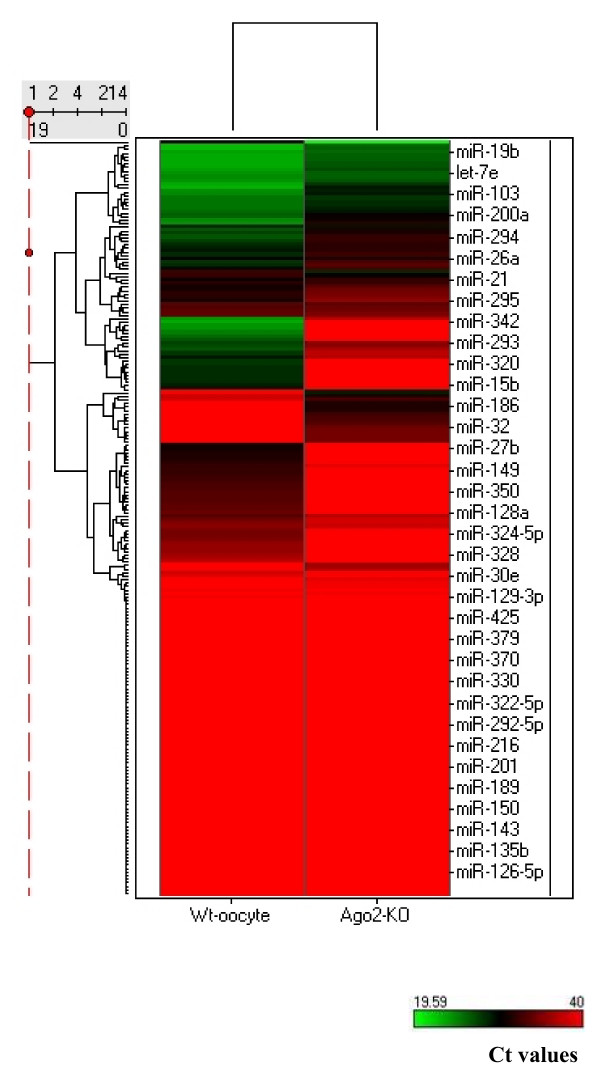
**Hierarchical clustering heat map of 220-plex miRNA expression profiles**. 220-plex miRNA expression profiles between wild-type (Wt) and Ago2-KO oocytes were shown as a heat map based on the Ct value of each miRNA.

To further understand the downstream genes regulated by Ago2, we performed single cell cDNA microarrays and compared Ago2-deficient oocytes with the wild-type controls [6,13]. 

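Each array measured the RNA of 1 oocyte, and the values given here come from 3 Ago2-deficient mature oocytes and 3 wild-type germinal vesicle (GV) oocytes. The wild-type mature and Dicer-deficient oocytes of Figure 4 are not analysed here. A difference between the groups is therefore one of genotype and stage together. The paper's text does not name the stage of its wild-type controls, and its Additional file 1 shows 6 wild-type columns, so its comparison was not repeated. The Ago2 probe read 6.67, 6.49 and 6.94 on the log2 scale in the Ago2-deficient oocytes, and 7.88, 6.25 and 6.93 in the GV oocytes. It was detected in 1 GV oocyte and in no Ago2-deficient oocyte, and its position relative to the deleted exons is not given in the sources used here, so it does not check the genotype. Ago1, another Argonaute gene, was detected on no array. Ago4 was detected in 2 Ago2-deficient oocytes and in no GV oocyte, at 10.66 ± 0.76 against 7.56 ± 0.17 (SD, n = 3 arrays in each group), and was not tested.
Fewer transcripts were detected in the mutant oocytes than in the GV oocytes. A probe counted as detected at a signal-to-noise ratio of at least 3, and 4620, 6661 and 6798 of the 33012 probes were detected in the Ago2-deficient oocytes against 11334, 10687 and 10650 in the GV oocytes. The means were 6026 ± 1220 and 10890 ± 385 (SD, n = 3, exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). Undetected probes had a median signal of 199 ± 47.0 on the Ago2-deficient arrays and 77.2 ± 6.25 on the GV arrays.
The authors amplified the cDNA of each oocyte, hybridized labelled cRNA to a chemiluminescent array and quantile normalized the log2 signals over these 6 arrays. Genes were tested on those values with limma where a probe was detected on all 3 arrays of at least 1 group. A gene was called at an adjusted p under 0.05 and a fold change over 2. The median log2 difference of the 7915 tested genes was -1.39, and gene groups are given relative to all tested genes. For a gene detected on no array of a group, the fold is given as a bound ("at least"), computed from the mean of the other group against, on each array, the higher of the lowest detected signal and the probe's own. Such a bound can equal the fitted fold, and it holds only for the quantile-normalized values of all 6 arrays. Reg3g, at least 6.42-fold lower on these, differed by -1.01 on the log2 scale with another scaling, cyclic loess. Leaving out 1 array moved bounds both ways: that of Drosha went from 129 to 94.2 without GV replicate 2 and to 205 without Ago2-deficient replicate 3. Where a gene was detected on only some arrays of a group, its log2 difference rests in part on signals under the detection limit. The labels do not say whether the oocytes came from separate animals, so the p-values measure only the spread between these oocytes.

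**Figure D1:**
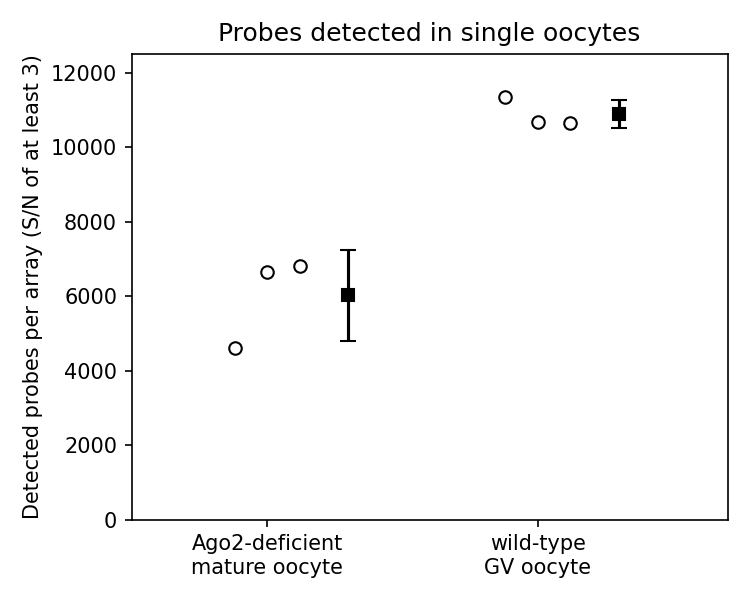
Number of probes detected at a signal-to-noise ratio of at least 3 (vertical axis, probes per array) in Ago2-deficient mature and wild-type GV oocytes; circles are single arrays, and squares with bars are the mean and SD of 3 arrays. The highest Ago2-deficient array, at 6798 probes, lies below the lowest GV array, at 10650.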

We found that 512 genes are upregulated and 1,073 genes are downregulated in Ago2-deficient oocytes (FC > 2, *P *< 0.05; Additional file 1). We confirmed the array results by real-time PCR (Additional file 2). This suggests that a large proportion of genes in oocytes are regulated by Ago2.

Previously we showed that Dicer is essential for oogenesis, and the phenotypes of Dicer- and Ago2-deficient oocytes are remarkably similar [6,7]. We therefore asked if the downstream genes affected by these two knockouts are also similar. We compared genes affected by these two knockouts and found that, in fact, only a proportion of the genes regulated by Ago2 and Dicer overlap (Additional file 1). Dicer and Ago2 regulate a large number of genes but they appear to be distinct sets of genes [6]. This proves that although the phenotype of the Dicer- and Ago2-deficient oocyte is similar, the downstream genes affected are distinct.

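Genes of the zona pellucida, the coat around the oocyte, were mostly lower in Ago2-deficient mature oocytes than in wild-type GV oocytes. Of genes for maternal proteins that the early embryo needs, 9 of 17 were lower, beside 3543 of all 7915 tested genes. Genes of the miRNA and piRNA pathways, of the meiotic spindle and of the meiotic cell cycle also held more lower than higher members. In each of the 7 groups given here, lower genes outnumbered higher ones under every scaling of the arrays tried, and the counts were the same when adjusted over the list alone. Among genes detected on all 6 arrays, however, 2 meiotic cell cycle genes were higher and 1 lower, and the 1 miRNA pathway gene left was higher.
Of 8 zona pellucida and oocyte-secreted genes tested, 6 were lower and none was higher. Zp3, the zona gene whose promoter drives Cre in these mice, had a log2 signal of 13.31 ± 0.37 in the Ago2-deficient and 17.81 ± 0.11 in the GV oocytes (SD, n = 3 arrays), a log2 difference of -4.49 (standard error 0.34, adjusted p = 0.000166 from limma). Zp2 was at least 17.2-fold lower, Zp1 differed by -2.47, and Kit, the receptor through which the oocyte receives its growth signal, was at least 19.8-fold lower. Of 17 maternal effect genes, 9 were lower. Uchl1, a deubiquitinating enzyme, differed by -5.89 (standard error 0.68) and Nlrp2 by -4.74 (standard error 0.81), each detected in only 1 Ago2-deficient oocyte, and Padi6, a protein of the oocyte's cytoplasmic lattices, by -2.73. Without Ago2-deficient replicate 3 Uchl1 differed by -6.68 and Nlrp2 by -5.87, without Ago2-deficient replicate 1 Zp2 was at least 26.8-fold lower, and without GV replicate 1 Kit was at least 13.1-fold lower. Npm2, a histone chaperone, was not called at -0.39 (adjusted p = 0.295) but was called at -2.34 with arrays scaled to a common median, and Nlrp14 was not called at 1.00 (adjusted p = 0.0284), short of the fold limit, but was called at 1.54 with arrays centred on probes detected on all 6 arrays. Dnmt1, the maintenance DNA methyltransferase, was the 1 higher member at 1.93, detected in 2 Ago2-deficient oocytes, and lost its call with arrays scaled to a common median and with no scaling.
Of 8 oocyte transcription factors, 4 were lower: Figla, which switches on the zona genes, at least 18.1-fold (28.0-fold without Ago2-deficient replicate 2), Oog1 by -2.77, Nobox by -2.67 and Obox2 by -1.82. Obox2 lost its call under cyclic loess (-0.84, adjusted p = 0.115). Sall4 was higher by 4.27 (standard error 0.32, adjusted p = 0.000174 from limma). In the miRNA pathway 4 of 7 genes were lower. Dicer1, at 14.29 ± 0.19 in GV oocytes and detected in only 1 Ago2-deficient oocyte, differed by -6.98 (standard error 0.61, adjusted p = 0.000235 from limma), a difference that rests mostly on signals under the detection limit. Drosha, which cuts primary miRNA transcripts, was at least 129-fold lower (205-fold without Ago2-deficient replicate 3), and Tarbp2, a partner of Dicer, was at least 14.5-fold lower. Xpo5, the exporter of miRNA precursors, was at least 2.92-fold lower (4.70-fold without Ago2-deficient replicate 2), but was not called under cyclic loess (0.26, adjusted p = 0.614), and kept its call in only 1 of the fits that left out 1 array, that without Ago2-deficient replicate 2 (adjusted p = 0.0716 to 0.117 in the others). Xpo5 also lost its call with arrays centred on probes detected on all 6 arrays (-0.43, adjusted p = 0.515) and with no filter on dim probes (0.119). The same held with trend and robust variance (0.057) and with ordinary t-statistics (0.0835). Tnrc6b, which binds Argonaute proteins, was higher by 2.58 (standard error 0.32), but -0.57 with arrays scaled to a common median, and not called with no scaling (0.53). Ddx6, a helicase of translational repression, was higher by 2.55 and lost its call with arrays scaled to a common median (1.10), without Ago2-deficient replicate 2 (adjusted p = 0.0891), without Ago2-deficient replicate 3 (0.0562) and without GV replicate 1 or 2 (0.105 each), with a log2 difference of 1.88 without GV replicate 1 and 3.23 without GV replicate 3. Ddx6 was detected in only 1 GV oocyte, so its difference rests mostly on GV signals under the detection limit. Its call was also lost with array weights (adjusted p = 0.134), ordinary t-statistics (0.0938) and no filter on dim probes (0.0806). All 6 piRNA pathway genes tested were lower and undetected in every Ago2-deficient oocyte, with Tdrd1 at least 13.0-fold (19.7-fold without Ago2-deficient replicate 3) and Piwil1 at least 9.23-fold lower. Of these, 4 were called with no scaling and 2 with arrays centred on the probes detected on all 6 arrays, a scaling chosen after the data were seen. With no filter on dim probes, 5 of the 10 members on the array were lower. The GV means of the 6 ran from 8.61 (Asz1) to 11.41 (Tdrd1). Of all GV-detected genes up to 9.42, 52.2% were found in no Ago2-deficient oocyte, of those up to 10.6, 46.5%, and of those up to 12.42, 28.0%. The loss of these 6 was not told apart from a loss of sensitivity.
Of 29 spindle and kinetochore genes, 18 were lower, among them Zwint, a kinetochore protein, at least 75.4-fold, the microtubule nucleator Tubgcp2 by -6.01 and Incenp by -4.84, both detected in only 1 Ago2-deficient oocyte. Tubgcp2 differed by -7.45 without Ago2-deficient replicate 1 and by -5.30 without Ago2-deficient replicate 3. Cdca8, which forms the chromosomal passenger complex with Incenp, was higher by 4.89 (standard error 0.36, adjusted p = 0.000162 from limma). Rangap1, a regulator of nuclear transport, was higher by 2.19, detected in 2 Ago2-deficient oocytes, and by 2.97 without Ago2-deficient replicate 1, but -0.42 with arrays scaled to a common median and not called with no scaling (0.68). Of 23 meiotic cell cycle genes, 10 were lower. The CDK-activating phosphatase Cdc25b differed by -5.56 (-4.85 without GV replicate 1), its relative Cdc25c was at least 45.0-fold lower, and Wee2, the oocyte kinase that opposes them, differed by -4.45. Cdc25b and Wee2 were each detected in only 1 Ago2-deficient oocyte. Fbxo5, an inhibitor of the anaphase-promoting complex, was higher by 3.58 and Cdc25a by 3.45, and both lost their call with arrays scaled to a common median, as Cdc25a did with no scaling. Pttg1, the securin, was not called at 0.45, but was called at 1.41 with arrays centred on probes detected on all 6 arrays.
Relative to all tested genes, with undetected genes at their bound, the median log2 difference was -0.72 for the zona group, -0.27 for transcription factors, -0.16 for the miRNA pathway, -1.54 for the piRNA pathway, -0.74 for the spindle and -0.38 for the meiotic cell cycle. For the miRNA pathway it was -0.75 without Ago2-deficient replicate 2. Among the maternal effect genes the median was 0.31, although camera, which ranks a group against other genes, gave them the direction down, and with no filter on dim probes it was -1.05 (camera adjusted p = 0.000474) and among genes detected on all 6 arrays -1.72 (camera adjusted p = 0.0224). On the genes tested here the maternal effect list and the spindle group had an adjusted p = 0.938 each with an estimated correlation, which was not run for these 2 filters. None of these 7 groups was called by camera, and 2 had an unadjusted p under 0.05. Those were the piRNA pathway (unadjusted p = 0.0265, adjusted p = 0.132) and the zona group (unadjusted p = 0.0440, adjusted p = 0.176), and the adjusted p = 0.820 with an estimated correlation for each. With no filter camera also called the piRNA, zona (adjusted p = 4.06e-05) and spindle groups (adjusted p = 0.000144), and among genes detected on all 6 arrays the zona group (adjusted p = 0.0291).
Of 22 markers of cumulus and granulosa cells, which surround the oocyte, 3 were detected in all 3 Ago2-deficient oocytes and 4 in all 3 GV oocytes. The growth factors Btc, at least 71.2-fold higher (109-fold without Ago2-deficient replicate 2), and Ereg, at least 24.4-fold higher (41.8-fold without Ago2-deficient replicate 1), were detected in no GV oocyte.

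**Figure D2:**
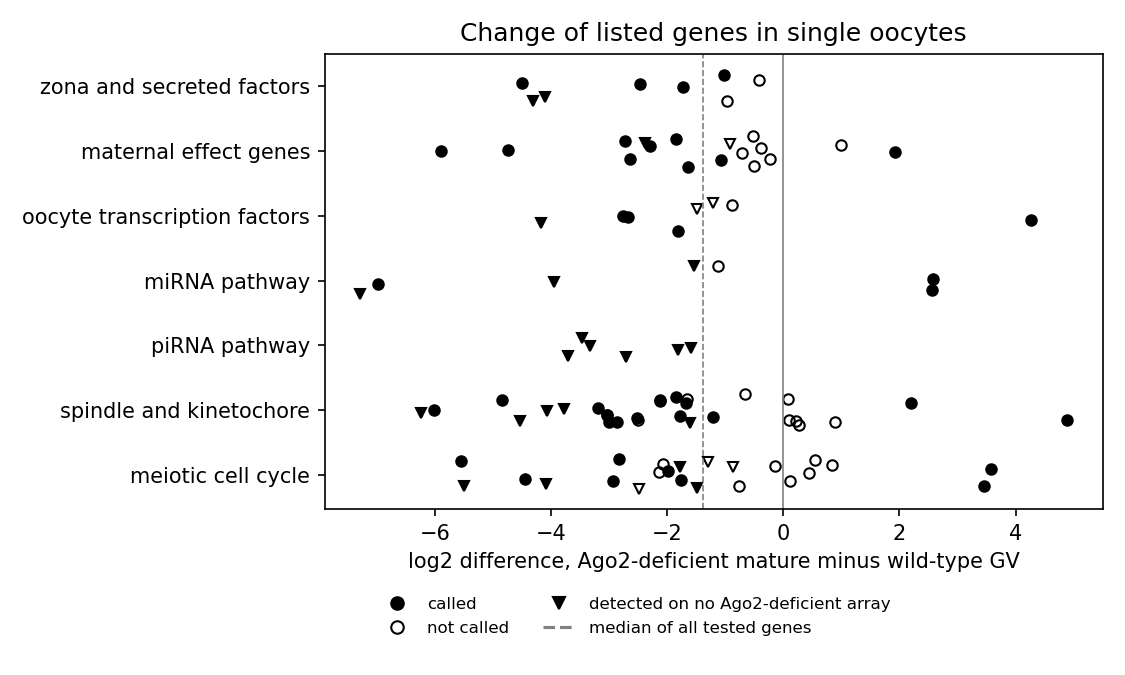
Log2 difference of each tested gene, Ago2-deficient mature minus wild-type GV oocytes (horizontal axis), in 7 gene groups; filled symbols are called genes, open symbols are not called, triangles are genes detected in no Ago2-deficient oocyte, whose position is not a bound, and the dashed line is the median of all tested genes at -1.39. Most filled symbols lie left of 0; with arrays scaled to a common median Tnrc6b and Rangap1 move from right to left of 0, and with cyclic loess Xpo5 moves to the right.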

We next examined the microarray results in more detail by asking how the Ago2 knockout affects genes that are regulated dynamically from the germinal vesicle (GV) oocyte stage to mature oocyte stage. We found that for the genes upregulated from GV oocyte to mature oocyte (1,470 genes), 39% (572 genes) are downregulated in Ago2 mutants (Figure 4) whereas only 5% of them (69 genes) are downregulated in the case of Dicer knockout [6]. This indicates that Ago2 is more important for turning on mature oocyte specific genes during development from GV oocyte stage to mature oocyte stage. On the other hand, of genes downregulated from GV oocyte to mature oocyte stage (5,090 genes), 10% (486 genes) are upregulated in Ago2 mutants (Figure 4), whereas 52% of them (2,640 genes) are upregulated in Dicer mutants [6]. This indicates that Dicer is more important for clearance of GV oocyte-specific genes during development from GV oocyte stage to mature oocyte stage. This also indicates that Ago2 and Dicer have distinct roles. Further analysis of these mutants may reveal the role of miRNAs in mouse oogenesis.

**Figure 4:**
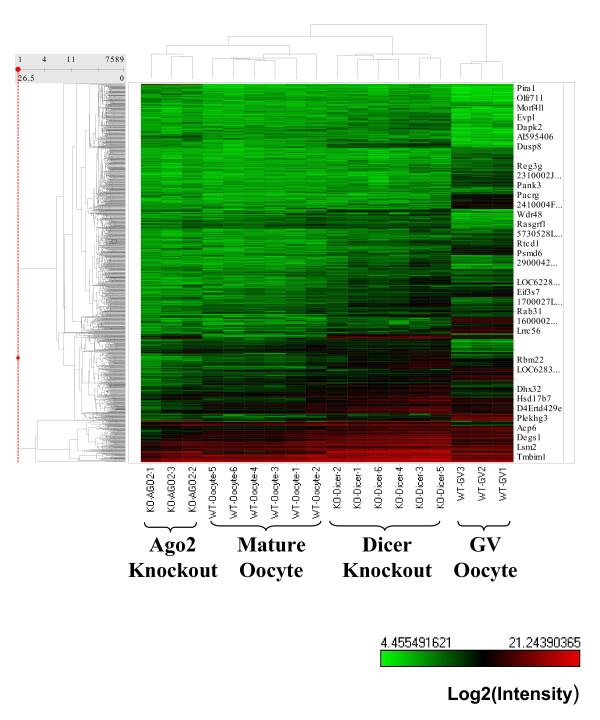
**Heat map of single cell cDNA microarray of oocytes**. Unsupervised hierarchical structure heat map of single cell cDNA microarray of wild-type (WT) GV oocyte, wild-type mature oocyte, Ago2-deficient mature oocyte, and Dicer-deficient mature oocyte. All 7,589 *P *< 0.01 genes were shown.

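Only genes with a symbol, 4568 of the 7915 tested, are ranked by name here. Among them the largest increases in Ago2-deficient mature over wild-type GV oocytes were in Acss1, a mitochondrial acetyl-CoA synthetase, and Ncoa3, a nuclear receptor coactivator, which were at least 1011-fold and at least 673-fold higher, and in the metallothionein gene Mt1, which was 674-fold higher. Mt1 was 427-fold higher without GV replicate 3 and 1060-fold without GV replicate 2, and Ncoa3 at least 1025-fold without Ago2-deficient replicate 1. Ttc1, a tetratricopeptide repeat protein, was higher by 6.71 on the log2 scale (standard error 0.35, adjusted p = 0.000111 from limma). Among the largest decreases were those of Zfp61, a zinc finger gene, at least 1259-fold (1907-fold without Ago2-deficient replicate 3), Cltb, a clathrin light chain, at least 860-fold, and Psmc2, a proteasome gene detected in only 1 Ago2-deficient oocyte, by -9.21 on the log2 scale (-10.06 without Ago2-deficient replicate 2). Esr2, an estrogen receptor, was at least 476-fold lower, and Ap3d1, an adaptor of vesicle transport, at least 363-fold lower (556-fold without Ago2-deficient replicate 1). These genes were chosen only among called genes in which the 3 oocytes of one group lay above the 3 of the other.
Of the 7915 genes tested, 1378 were higher and 3543 were lower, so that 62.2% were called. The split between higher and lower depended on the scaling: it was 311 and 6223 with arrays scaled to a common median, 609 and 4778 with no scaling and 1952 and 2515 with cyclic loess. Among the 2497 genes detected on all 6 arrays, a choice that leaves out genes that fell below detection, the direction itself depended on the scaling. Fitted alone, 1128 of them were higher and 543 lower on the quantile-normalized values. With other scalings, chosen for this set after the data were seen, 1292 were higher and 491 lower with cyclic loess and 1037 and 687 with centring on these probes, but 147 and 1585 with arrays scaled to a common median and 400 and 1170 with no scaling. The 2 groups did not overlap in 5574 genes, or 70.4%. Chance gives 10% for genes chosen without regard to the groups, which does not hold here. The filter used the groups, and 5171 of the tested genes were detected on all GV but not all Ago2-deficient arrays.
Across the tested genes, the Pearson correlation of log2 signal was 0.845 to 0.898 between Ago2-deficient oocytes, 0.965 to 0.974 between GV oocytes and 0.511 to 0.588 between the groups. Average-linkage clustering placed the 3 Ago2-deficient oocytes on one branch and the 3 GV oocytes on the other. The first principal component held 79.0% of the variance. Genes are not independent replicates. From its comparison with wild-type controls, the paper proposes that Ago2 regulates a large part of the genes expressed in oocytes.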

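Several genes named beside the heat map of Figure 4 were lower in Ago2-deficient mature than in wild-type GV oocytes. Psmd6, a proteasome subunit, was at least 32.4-fold lower, Lrrc56 at least 25.6-fold, Pank3, a kinase of coenzyme A synthesis, at least 16.2-fold, the small GTPase Rab31 at least 11.5-fold and the lectin Reg3g at least 6.42-fold. Psmd6 was at least 51.4-fold lower without Ago2-deficient replicate 1 and 21.3-fold without GV replicate 1, Lrrc56 at least 38.7-fold without Ago2-deficient replicate 1 and Rab31 at least 18.2-fold without Ago2-deficient replicate 3. None of these 5 was detected in an Ago2-deficient oocyte. Reg3g lost its call under cyclic loess (-1.01, adjusted p = 0.132) and with arrays centred on probes detected on all 6 arrays (-1.09, adjusted p = 0.234). Acp6, a lysophosphatidic acid phosphatase, was detected in every oocyte and differed by -1.63 on the log2 scale (14.18 ± 0.31 against 15.81 ± 0.13, SD, n = 3 arrays, standard error 0.33, adjusted p = 0.00481 from limma). Degs1, a ceramide enzyme, differed by -1.63 as well (standard error 0.42, adjusted p = 0.0138 from limma), and lost its call without GV replicate 1 (log2 difference -1.56) and without GV replicate 3 (-1.61).
Hsd17b7, an enzyme of cholesterol synthesis, was higher by 1.90 (standard error 0.34, adjusted p = 0.00294 from limma), but -1.04 with arrays scaled to a common median and 0.064 with no scaling. Rasgrf1, an activator of Ras, was higher by 1.72 (standard error 0.48, adjusted p = 0.0182 from limma), and lost its call with arrays scaled to a common median (log2 difference 0.17, adjusted p = 0.771), with no scaling (1.28, adjusted p = 0.0632), without GV replicate 1 (1.42) and without GV replicate 3 (1.56). The helicase gene Dhx32 at 0.83 (adjusted p = 0.0705), Tmbim1 at 0.46 (adjusted p = 0.229) and Lsm2, of the U6 RNA complex, at -0.06 (adjusted p = 0.904) were not called. With arrays scaled to a common median all 3 were called lower, at -2.46 for Dhx32, -1.88 for Tmbim1 and -3.08 for Lsm2 (adjusted p = 8.79e-05), and Lsm2 was called lower with no scaling as well (-1.98, adjusted p = 0.0039). Dhx32 was called higher under cyclic loess (1.32) and without Ago2-deficient replicate 1 (1.12). The genes Olfr711, Dapk2, Fbll1, Dusp8, Wdr48 and Plekhg3 were not detected on all 3 arrays of either group and were not tested.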

## Discussion

Argonaute2 protein is the core component of RISC. This protein binds to miRNAs which, in turn, mediates repression of their target mRNAs through post-transcriptional gene silencing. Ago2 is a unique member of Argonaute protein family because it has slicer activity that can cut perfect complement targets of miRNAs and small interfering RNAs (siRNAs) [8]. It has recently been shown that Ago2 also has an important slicer-independent activity for miRNA processing and/or stability [9]. Until this study, however, the function of Ago2 in mouse oogenesis and early embryonic development was unknown. By deleting Ago2 specifically in the growing oocyte by mating with Zp3-Cre mice, we found that these females are sterile. Although Ago2-deficient oocytes can develop to morphologically normal mature oocytes, the spindle and the organization of the chromosomes are abnormal. We analyzed the miRNA expression profile in the Ago2-deficient oocyte and found that miRNAs were globally downregulated by over 80%. This showed that Ago2 is crucial for stabilizing and/or processing of miRNAs in oocytes. We also analyzed the downstream genes regulated by Ago2 by single cell microarray in wild-type and Ago2-deficient oocytes. There was a large-scale change in the gene expression profile after deletion of Ago2. The genes affected by Ago2 knockout only partially overlap with the genes affected by Dicer knockout, which means that although the phenotype is similar, the oocyte-specific Ago2 knockout shown here represents a unique model for post-transcriptional gene silencing in oocytes.

These results contrast with the recent publication from our laboratory on development of Dicer- and Ago2-deficient primordial germ cells (PGCs) and spermatogonia [14]. Dicer-deficient PGCs and spermatogonia showed poor proliferation, whereas spermatogenesis in Ago2-deficient testis was normal. It is possible that there are distinct roles for miRNAs in oogenesis and spermatogenesis, especially considering that there are a lot of Piwi-interacting RNAs (piRNAs) in mouse testis [15-19]. However, more recently, two groups demonstrated that there are a number of endogenous double-stranded RNAs (dsRNAs) in mouse oocytes and that they control retrotransposon expression and protein-coding transcripts by forming dsRNA structures [20,21]. piRNAs are also expressed in mouse oocytes and bound by MILI, which regulates retrotransposon expression [20]. Furthermore, Dicer- and Ago2-deficient oocytes showed decreased siRNA expression and increased mRNA expression complementary to the siRNAs [20,21]. Retrotransposons are also de-repressed in the mutant oocytes [20]. These results indicate diverse roles for Dicer and Ago2 in mouse oocytes; they are not only involved in the miRNA pathway, but also drive the siRNA pathway and control gene expression via RNAi machinery.

Morita *et al*. reported results from another line of Ago2 knockout mice that showed a more severe phenotype, dying at around E6.5, which is very similar to Dicer knockout mice [22,23]. Their knockout mice are a gene-trap line, which disrupts exon 1 instead of exons 9 to 11 in our knockout mice shown here. It is possible that their knockout is a null mutant, while ours may be a hypomorph. Nevertheless, de-repression of retrotransposons was not observed in knockout embryos, whereas the retrotransposons MT and RLTR10 were highly expressed in our Ago2-deficient oocytes [20]. This difference can be explained because MT and RLTR10 are mouse oocyte-specific retrotransposons, so there could be different regulation of retrotransposon expression between somatic cells and oocytes.

## Conclusion

Our studies reveal that Ago2 is essential for mouse oogenesis but apparently not for spermatogenesis [14]. Ago2 also has a role in miRNA homeostasis, suggesting a specific role for Ago2 in RISC. Our results, together with those from Watanabe *et al*. and Tam *et al*. [20,21] suggest that siRNAs, as well as miRNAs, are regulated by Dicer and Ago2 in the mouse oocyte to control retrotransposon expression and mRNA expression. Our work may help to pave the way to understanding of the molecular mechanism of miRNA/siRNA genesis and functions, and related processing machinery.

## Methods

### Mice and oocytes

Work on mice described in this paper has ethical approval from the University of Cambridge and has been carried out under an animal project license issued by the UK Home Office to MAS. The Ago2 floxed mice were mated with Zp3-Cre transgenic mice to obtain [Ago2^F/F^, Zp3-Cre] conditional knockout females [9,10]. Mice were genotyped by polymerase chain reaction (PCR; primers sequences and PCR conditions are available from the authors on request). Growing oocytes were obtained from the ovaries of P10 females, according to the protocol described previously [24]. Ovulated MII oocytes were collected from the oviducts from adult females and treated with hyaluronidase to remove the cumulus cells.

### miRNA expression analysis

miRNA expression from each oocyte was examined by a protocol described previously [11,12]. Briefly, individual oocytes were lysed at 95°C for 5 min and then all miRNAs were reverse transcribed in a 5 μl reaction. cDNAs were then amplified by pre-PCR in a 25 μl reaction. After the amplification, all miRNAs were assayed individually by TaqMan probe-directed real-time PCR by ABI 7000 system [12]. The relative amount of miRNAs was deduced based on the standard curve of synthesized miR-16 mature miRNA under exactly the same conditions. All primers and probes used were listed previously (see supplement of [11]).

### Microarray analysis

Samples underwent *in vitro *transcription (IVT) to synthesize DIG-labeled cRNA using part of the Applied Biosystems NanoAmp RT-IVT protocol (Section 2 onwards of protocol WISe_0025_v01). All cDNA samples were normalized to 10 ng/μl and 60 ng was used in IVT (see worksheet RNW024-01). Samples were then QC'd for quantity (nanodrop spectrophotometer) and quality (Agilent Bioanalyzer). 10 μg of cRNA was fragmented and subsequently prepared for hybridization to Applied Biosystems V2.0 Mouse Genome Microarray in accordance with The Applied Biosystems Chemiluminescence Detection Protocol (WISe_0018_v02) [25]. Following hybridization, arrays were stained, washed, and finally scanned using the Applied Biosystems 1700 Chemiluminescent Microarray Analyzer.

### Immunostaining

Oocytes were fixed in 4% paraformaldehyde/PBS for 10 min, and washed with PBS three times. After 1 h incubation with blocking buffer (1% bovine serum albumin and 0.1% Tween-20 in TBS), oocytes were incubated overnight with the anti-tubulin antibody (YL 1/2, Abcam, UK) diluted with blocking buffer to 1:100 at 4°C. After extensive washes, the oocytes were incubated for 30 min with an appropriate Alexa488-conjugated second antibody diluted to 1:100 at room temperature. After washing with PBS three times, DNA was counterstained with DAPI.

### Accession numbers

All the data of the single cell cDNA microarray were deposited in GeneBank [26]. The accession number is GSE15529.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MK, FT and MAS conceived of and designed the experiments. MK, FT and KL performed the experiments. MK, FT, KL and MAS analysed the data. DO generated conditional knockout mice. MK, FT, KL and MAS wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Heat map of wild type (WT), Ago2-deficient (Ago2) and Dicer-deficient (Dicer) oocyte cDNA microarray from single oocyte**. Genes that are differentially expressed between wild-type (left six columns), Ago2-deficient (middle three columns) and Dicer-deficient oocytes (right six columns) are shown (*P *values (FC(AGO2-KO/Wt-oocyte)) < 0.05 and FC (AGO2-KO/Wt-oocyte) >2 or <0.5). Click here for file

Additional file 2 **Real-time PCR measurement of candidate gene expression**. Seven genes showing differential expression based on array results were checked by single cell cDNA real-time PCR. Six of them were confirmed as showing differential expression. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

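Gene expression was measured in single mouse oocytes on chemiluminescent Applied Biosystems mouse arrays of 33012 probes, with 1 oocyte per array. The groups were 3 Ago2-deficient mature oocytes and 3 wild-type GV oocytes. The series design names GV oocytes as the controls where the paper speaks of wild-type controls, and the GV labels say that the cells were collected from oviducts, as the paper says of mature oocytes. The groups are named here as the labels give the stage. Wild-type mature oocytes, Dicer-deficient oocytes and the miRNA profiles are not analysed here.
The deposited signal intensity of each probe was written by the scanner, without scaling between arrays, beside a deposited signal-to-noise score and a flag code. The authors also deposited log2 values that they had quantile normalized over the 6 arrays. These share their quantiles to within 0.00595, which equal the mean of the log2 quantiles of the deposited signal. The deposited series table held the same log2 values, with 2675 cells left empty, all of them at spots with a flag code of 5000 or more. The scanner software is not given in the sources used here.
Of the probes, 14411 carry 1 gene symbol in the array's annotation, 247 carry several and 18354 carry none. The gene identifier of 14402 was found in the gene table used, which left 0 symbols changed and gave 13840 different genes. No genome coordinates are used. A probe without a single symbol was counted as a gene of its own and was not named. A gene with several tested probes was counted once, by the probe with the highest mean.
A probe was detected at a signal-to-noise ratio of at least 3. Probes detected on all 3 arrays of at least 1 group were tested, which gave 8018 probes and 7915 genes, of which 4568 had a symbol. Signals under 16 would have been raised to 16, but none was that low. The quantile-normalized log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), the p-values were adjusted by Benjamini and Hochberg over the probes tested, and a gene was called at an adjusted p under 0.05 with a fold change over 2. At an unadjusted p under 0.05 the count was 5303, and at an adjusted p under 0.05 with no fold limit it was 4965. The design held no replicate block, since deviations from the group means did not pair by replicate number across genes (r = -0.0485, 0.0277 and -0.0343). The number of arrays limits the precision. With simulated changes in 50 probes at each size among 8018, the fit recovered 18% at a log2 change of 1.5, 30% at 2, 66% at 3 and 86% at 5, and 19 of 119 calls (16%) were false, above the nominal 5%. The simulation changed a far smaller share of probes than the 62.2% of genes called in the data. The adjusted p depends on that share, so these rates may not carry over to the data.
Gene groups were 21 lists, of which 20 had tested members: miRNA pathway, piRNA pathway, zona pellucida and oocyte-secreted factors, maternal effect genes, oocyte transcription factors, dormant mRNAs recruited in maturation, spindle and kinetochore, meiotic cell cycle, meiotic cohesin and synapsis, ribosomal proteins, oxidative phosphorylation, proteasome, mRNA decay, poly(A) and translation control, chromatin and DNA methylation, let-7 targets, pseudogene siRNA targets, cumulus and granulosa markers, other ovarian and blood cell markers, zygotic genome activation and housekeeping. Groups were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. With an estimated correlation no list was called. Medians of groups are given with genes undetected on every array of a group at their bound, except that medians under an alternative are of fitted values.
The groups, tests, thresholds, lists, alternatives and the rule for naming genes were chosen before the data were examined, except where a choice is said to have been made afterwards. Genes named are those the paper names in its text or beside Figure 4, those with the largest changes among called genes whose groups did not overlap, and in each list up to 4 called members with the largest changes and up to 2 members not called with the highest signal. In each named gene that was called, the 3 arrays of one group lay above the 3 of the other. Other members of small counts, and genes with opposite probes, were chosen after their values were seen. Alternatives covered the scaling between arrays, background, floor, filter, detection limit, thresholds, variance model, replicate block, set test and each array left out in turn. Statmod 1.5.0 was used for the block, and the plots were drawn in Python 3.11.15 with matplotlib 3.10.9.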

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

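The tests in this part of scaling, filter, sensitivity, carried-over cells and chance detection were chosen after the results were seen.
Mt1, a metallothionein gene that binds metals, was 674-fold higher in Ago2-deficient mature than in wild-type GV oocytes. Its log2 signal was 19.24 ± 0.54 against 9.85 ± 1.41 (SD, n = 3 arrays), a difference of 9.40 (standard error 0.74, adjusted p = 0.000186 from limma), and a second probe of the gene differed by 6.82. Leaving out 1 array gave log2 differences of 8.74 (427-fold, without GV replicate 3) to 10.05 (1060-fold, without GV replicate 2). The paper does not discuss this gene, and genotype and stage stay open as explanations, as untested.
A set of 76 probes was detected in all 3 Ago2-deficient oocytes and in no GV oocyte, a set the paper does not discuss. Their median log2 difference was 4.26, and 31 of them carry a symbol. Chance detection on single arrays is argued against, since independent detection gives 7.32 such probes, with an upper limit of 13. Carried-over cumulus or granulosa cells as the source of the whole set are not decided on by their markers. Mature oocytes were treated with hyaluronidase to remove cumulus cells, as the paper's methods state, which does not show that none remained. Of 22 markers of those cells, 3 were detected in all 3 Ago2-deficient oocytes: the growth factors Ereg and Btc, and Krt8, a keratin at 18.15 against 16.54 that GV oocytes also express. In all 3 GV oocytes 4 were detected, and Has2, Tnfaip6, Vcan and Vim in no oocyte. The Ago2-deficient arrays detected only 14.0% to 20.6% of all probes, so a marker left undetected is weak evidence of its absence. Among other ovarian cell markers the stromal gene Dcn was also found in all 3 Ago2-deficient and no GV oocyte. With median scaling camera called both marker lists higher (adjusted p = 0.0445 each, against 0.909 and 0.820 with an estimated correlation, run on the quantile-normalized values). Other cells as the source, of single probes or of the set, therefore stay open. So do uneven amplification, stage and genotype, which were not tested.
More genes were lower than higher in the Ago2-deficient oocytes, and fewer probes were detected. The highest share of higher genes among those called was 43.7% over the scalings tried. This cannot decide on the scaling as the whole cause, which stays open, since the filter itself favours lower genes. Of the tested genes, 5171 were detected on all GV but not all Ago2-deficient arrays, and 247 the other way. The filter on dim probes as the whole cause of the called split is argued against, since the share was 36.6% with no filter. The median over all genes then turned to 0.13, however. The share of GV-detected genes found in no Ago2-deficient oocyte rose from 8.87% (170 genes, 95% confidence interval 7.63 to 10.2) of the 1917 brightest in GV oocytes to 28.0%, 46.5% and 52.2% of the next groups down to the dimmest, the gradient that a loss of sensitivity gives, so such a loss stays open for part of the pattern, while an even loss as the whole cause is argued against by the loss of those 170 where 10.5% of the dimmest were detected in all 3. Among genes detected on all 6 arrays the direction depends on the scaling (67.5% of called genes higher on quantile-normalized values, 72.5% with cyclic loess, 8.49% with median scaling), so it decides nothing, and uneven amplification, RNA quality, stage and genotype stay open, as untested. The real split of the arrays called 4921 genes and the highest of the other splits 0, so that 1 of 10 splits called as many, and 10 splits are too few for a share under 0.05.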

How the results depend on the processing

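Centring on probes detected on all 6 arrays, and the other scalings of genes detected on all 6 arrays, were chosen after the result was seen.
With arrays scaled to a common median, 311 genes were higher and 6223 lower, the median log2 difference was -3.08 and 4 lists were called by camera. With no scaling these were 609 higher, a median of -1.98 and 2 lists. Cyclic loess gave a median of -0.36, and centring -0.42 and 2 lists. With no filter on dim probes 14.4% of genes were called, the median was reversed to 0.13, the mean correlation between groups was 0.621 and 11 lists were called. With only genes detected on all 6 arrays 543 were lower, the median was reversed to 0.83, the correlation was 0.526 and 3 lists were called; such a set leaves out genes that fell. In it the median was 1.18 with cyclic loess and 0.49 with centring, but negative with median scaling (-2.17) and with no scaling (-1.07). At a signal-to-noise ratio of at least 5, 3903 probes were detected per Ago2-deficient and 8595 per GV array. With an estimated correlation 0 lists were called, and with fry 18, since fry tests whether a list moves and not whether it differs from other genes. Medians of lists in this part are of fitted values and not at bounds. The poly(A) list reversed to -0.89 with no filter (adjusted p = 0.0318) and was called down by fry with a median of 0.24 (adjusted p = 0.00914), as the cohesin list was with 0.10 (adjusted p = 0.0325). Apart from the constructions named, the cause was not tested.
Under median scaling the genes that reversed were Tnrc6b at -0.57, Rangap1 -0.42, Hsd17b7 -1.04, Dhx32 -2.46, Tmbim1 -1.88, Rps15a -0.70, Rps27l -1.76, Rpl22 -1.53, Psmc6 -2.15, Papola -1.49, Eif4e -1.05, H3f3b -0.47, Smarca5 -0.89, Btg4 -0.024, Gapdh -0.63, Col1a2 -0.13 and Krt8 -0.66. With no scaling they were Rps27l at -0.66, Rpl22 -0.42, Psmc6 -1.04 and Papola -0.38, and with cyclic loess Xpo5 at 0.26 and Lin28a at 0.084. Calm2 reversed where another of its probes was kept: -6.23 with median scaling, -5.13 with none, -2.29 with cyclic loess, -3.58 with centring, and with 1 array left out it ranged from -4.80 to 4.84, negative wherever an Ago2-deficient array was left out. The cause of the others was not tested. A gene called in neither setting counts as unchanged even if its sign flips.
Leaving out 1 array gave 1213 to 1966 higher and 3028 to 3798 lower genes, medians of -1.52 to -1.12 and 1 list called each time. Of 96 named genes, 35 moved over 1.5-fold in a fit without 1 array, and 1, Calm2, changed sign in these. Among named genes 1845 results under the alternatives kept direction and call, 81 lost the call, 10 gained one and 30 reversed. Among lists these were 360, 1, 31 and 3. Replicate number as a block gave 1291 higher and 3384 lower genes and the same list calls. In that fit the named genes Rps27l (adjusted p = 0.0569 from limma), Psmc6 (0.0588) and Rplp0 (0.0593) lost their call. The series table, background, floor, variance and threshold alternatives kept both counts within 1.5-fold. Slide and scan day are not given in the sources used here, so that alternative was not run. Dim signal over background limits the detection of falls, which are then bounds.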

Other observations

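Tests of the opposite probes were chosen before their results were seen, except the comparison over 540 genes, which was chosen after the result was seen.
Genes of the protein-making and protein-degrading machinery were mostly lower in Ago2-deficient mature than in wild-type GV oocytes. Of 57 ribosomal protein genes tested, 38 were lower and 4 higher (39 and 4 adjusted over the list alone), and lower genes outnumbered higher ones under every scaling tried. Rpl6 was at least 172-fold, Rps24 at least 141-fold lower (92.1-fold without GV replicate 1), and Rps7 differed by -5.56 on the log2 scale (-6.38 without Ago2-deficient replicate 1, -4.97 without Ago2-deficient replicate 2), while Rpl32 was not called at -0.43 but was called lower with median scaling (-2.61) and with no scaling. The higher members were Rps28 at 4.61, and Rps15a at 2.40, Rps27l at 1.48 and Rpl22 at 1.45, of which Rps27l and Rpl22 were called lower and Rps15a was not called with arrays scaled to a common median. With no scaling Rps15a (0.40), Rps27l (-0.66) and Rpl22 (-0.42) were not called. A second probe of Rpl22 was called lower at -1.45, and Rplp0, counted as lower at -1.21, had a second probe called higher at 1.37 and lost its call without GV replicate 2 (-1.12) or 3 (-1.23). Rps27l also lost its call when any array other than Ago2-deficient replicate 1 was left out (log2 differences 1.02 to 1.55 over these fits). Relative to all tested genes the ribosomal median was -1.25, and this was the only list called by camera (adjusted p = 0.0227, adjusted p = 0.820 with an estimated correlation). A list was also called in 3 of the 9 other splits of the arrays, so that 4 of 10 splits called 1 list, the real value, with 1 the highest of the others. The 10 splits are too few for a share under 0.05.
Of 22 proteasome genes, 14 were lower (15 adjusted over the list alone), among them Psmc2, and Psmb7 at -7.26 (standard error 0.98, -8.54 without Ago2-deficient replicate 3), detected in 2 Ago2-deficient oocytes. Psmc6 was higher at 1.20, was called lower with median scaling and not called with no scaling, and lost its call without Ago2-deficient replicate 3 (0.98) and without GV replicate 2 (1.09) or 3 (1.16). The proteasome median was -1.09 relative to all tested genes (camera adjusted p = 0.132). Camera called this list with median scaling (-1.70, adjusted p = 0.0445), no scaling (-1.70, 0.0404) and centring (-1.70, 0.041). It was also called with no filter on dim probes (-2.44, adjusted p = 9.22e-07). On the genes tested here the adjusted p was 0.938 with an estimated correlation, which was not run under these alternatives. Of 52 oxidative phosphorylation genes, 24 were lower and 11 higher (26 and 11 adjusted over the list alone), with Sdhb at -8.46 and Atp5o at -6.72 (-9.23 and -7.74 without Ago2-deficient replicate 2), each detected in only 1 Ago2-deficient oocyte, a median of -0.52 and a camera adjusted p of 0.944. Camera called the oxidative phosphorylation list with no filter on dim probes (-1.22, adjusted p = 0.000474), where the estimated correlation was not run. The proteasome and oxidative phosphorylation lists both held more lower genes under every scaling tried. Among genes detected on all 6 arrays, however, 11 oxidative phosphorylation genes were higher and 6 lower.
Enzymes of mRNA decay moved both ways, with 14 of 29 lower and 6 higher (14 and 7 adjusted over the list alone). Tut7, which adds uridines to RNA, was higher by 4.26 and Zfp36, which marks AU-rich mRNAs for decay, by 3.89, while the deadenylase subunit Cnot2, detected in only 1 Ago2-deficient oocyte, differed by -4.28 (-5.21 without Ago2-deficient replicate 2). The decay list had a median of 0.03 while camera gave the direction down (adjusted p = 1.00, and adjusted p = 1.00 with an estimated correlation), and with no filter on dim probes, where the estimated correlation was not run, it was called at -0.91 (adjusted p = 0.0131). Among 17 genes of poly(A) and translation control 7 were lower, led by Eif4enif1 at -5.69 (detected in 2 Ago2-deficient oocytes, -4.32 without Ago2-deficient replicate 1, -6.70 without Ago2-deficient replicate 3), and 3 were higher: Ddx6, and Papola at 1.46 and Eif4e at 1.83, of which Papola was called lower and Eif4e was not called with arrays scaled to a common median. Papola lost its call without GV replicate 1 (1.22) or 2 (1.36). Neither Papola (-0.38) nor Eif4e (0.05) was called with no scaling. The median of this list was 0.23 and the camera adjusted p = 1.00. In both lists lower genes outnumbered higher ones under every scaling tried, but among genes detected on all 6 arrays 7 decay genes were higher and 2 lower, and 2 poly(A) genes were higher and 0 lower.
Of 23 genes of chromatin and DNA methylation, 6 were lower and 5 higher, but 11 were higher and 6 lower under cyclic loess, 1 higher and 12 lower with median scaling and 1 higher and 9 lower with no scaling. The higher ones were the remodeller Chd4 at 4.81, Dnmt3b at 2.93, the histone gene H3f3b at 2.69, the remodeller Smarca5 at 1.95, and Dnmt1. H3f3b, Smarca5, Dnmt3b and Dnmt1 lost their call with arrays scaled to a common median and with no scaling. Hat1, a histone acetyltransferase, was at least 12.8-fold lower. The list's median was 1.84 above all tested genes (camera adjusted p = 0.132). Of 10 let-7 targets, 3 were lower and 1 higher, with 2 lower and 4 higher under cyclic loess, 9 lower and 0 higher with median scaling and 4 lower and 0 higher with no scaling. The let-7 list had a median of 0.36 (0.98 without Ago2-deficient replicate 1) and a camera adjusted p of 0.901. Igf2bp3, an RNA-binding protein, was at least 6.82-fold lower and lost its call with centring (-0.97), and Lin28a, which blocks let-7 maturation, differed by -1.60, and lost its call under cyclic loess and without GV replicate 1 (-1.37), 2 (-1.52) or 3 (-1.49), with -2.22 without Ago2-deficient replicate 1. Lin28a also lost its call with centring (-0.48, adjusted p = 0.553), with no filter on dim probes (0.101) and with ordinary t-statistics (0.0702). Of 3 targets of pseudogene siRNAs, Pdzd11, detected in only 1 Ago2-deficient oocyte, differed by -5.70 (standard error 1.11, -4.97 without Ago2-deficient replicate 2, -7.24 without Ago2-deficient replicate 3), Kif4 was at least 13.7-fold lower and Rangap1 was higher at 2.19 (2.97 without Ago2-deficient replicate 1; list median -2.39, camera adjusted p = 0.912).
Of 12 dormant mRNAs recruited in maturation, 7 were lower, led by the protease gene Plat at -4.62 (detected in only 1 Ago2-deficient oocyte, -4.00 without Ago2-deficient replicate 1, -5.85 without Ago2-deficient replicate 2), and Btg4, an adaptor of deadenylation, was higher by 1.63 but lost its call with arrays scaled to a common median (list median -0.54, camera adjusted p = 0.758). Btg4 was also not called with no scaling (1.08, adjusted p = 0.0885). Camera called the dormant mRNA list with no filter on dim probes (-1.99, adjusted p = 0.00719), where the estimated correlation was not run. Of 5 cohesin and synapsis genes, Syce2 differed by -3.89, and Sycp1 was higher by 3.38 and lost its call with median scaling (1.14) and without Ago2-deficient replicate 2 (3.25), with 2.14 without GV replicate 1, while under cyclic loess 2 were higher and 1 lower, with median scaling 0 higher and 4 lower and with no scaling 1 higher and 2 lower (list median 0.10, camera adjusted p = 0.901). The cohesin list median was 1.71 without Ago2-deficient replicate 1 and 1.00 without Ago2-deficient replicate 2. Of 9 housekeeping genes, 5 were lower, with Eef1a1 at -6.27, and Gapdh was higher by 2.23 but lost its call with arrays scaled to a common median (list median -0.59, camera adjusted p = 0.758). Gapdh was not called with no scaling either (0.47, adjusted p = 0.463). The housekeeping list was called by camera with no filter on dim probes (-1.38, adjusted p = 0.041), again without an estimated correlation. Among 3 other ovarian and blood cell markers, Dcn was at least 15.3-fold higher (23.0-fold without Ago2-deficient replicate 1, 25.0-fold without Ago2-deficient replicate 2, 10.1-fold without GV replicate 2) and Col1a2, detected in only 1 Ago2-deficient oocyte and in all 3 GV oocytes, was higher by 1.68, a difference that rests mostly on signals under the detection limit, but lost its call with arrays scaled to a common median (list median 3.06, 1.58 without GV replicate 2, camera adjusted p = 0.212). Col1a2 also lost its call with no scaling (0.98, adjusted p = 0.131). Of 6 cumulus and granulosa markers tested, 3 were higher and 3 lower, with 3 higher and 1 lower under cyclic loess (list median 0.96, -0.55 without GV replicate 2, camera adjusted p = 0.411). Of 6 zygotic genome activation markers on the array, 5 were detected on no array and none passed the filter to be tested. Among dormant mRNAs, siRNA targets and housekeeping genes lower members outnumbered higher ones under every scaling tried, but 1 dormant mRNA was higher and 1 lower among genes detected on all 6 arrays, while the other ovarian and blood cell markers stood at 1 higher and 1 lower under median scaling.
Probes annotated to the same gene sometimes disagreed. Of 100 genes with several tested probes, 14 had probes called in opposite directions, such as Calm2, a calmodulin gene, at -3.89 and 4.84, and Son, a splicing factor gene, at -2.48 and 5.12. Of the 14, 8 stayed opposite in all 6 fits that left out 1 array, so no single array gave those 8. The pairs were picked on the same arrays, so these fits do not decide on measurement noise. Annotation that pairs unrelated probes may contribute. Across the 100 genes with several tested probes, the GV levels of probes of the same gene correlated at a Spearman coefficient of 0.122. This lay within the range of random pairs, whose upper limit was 0.195. Their log2 changes correlated at 0.184, also under the upper limit of random pairs, 0.198. Of these pairs 33% had changes of opposite sign, where random pairs gave 32% to 51%. The changes of probes of the same gene were therefore not shown to agree better than those of random pairs. In 46 of the 100 genes all probes had the same call. The 14 genes were not tested apart from the others. Over all 540 genes with several probes on the array the coefficient of GV levels was 0.292, above the upper limit of 0.082 for random pairs, so the annotation is not unrelated throughout. Different transcript ends or isoforms were not tested.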
